# Transcriptional Response of Virus-Infected Cassava and Identification of Putative Sources of Resistance for Cassava Brown Streak Disease

**DOI:** 10.1371/journal.pone.0096642

**Published:** 2014-05-20

**Authors:** M. N. Maruthi, Sophie Bouvaine, Hale A. Tufan, Ibrahim U. Mohammed, Rory J. Hillocks

## Abstract

Cassava (*Manihot esculenta*) is a major food staple in sub-Saharan Africa, which is severely affected by cassava brown streak disease (CBSD). The aim of this study was to identify resistance for CBSD as well as to understand the mechanism of putative resistance for providing effective control for the disease. Three cassava varieties; Kaleso, Kiroba and Albert were inoculated with cassava brown streak viruses by grafting and also using the natural insect vector the whitefly, *Bemisia tabaci*. Kaleso expressed mild or no disease symptoms and supported low concentrations of viruses, which is a characteristic of resistant plants. In comparison, Kiroba expressed severe leaf but milder root symptoms, while Albert was susceptible with severe symptoms both on leaves and roots. Real-time PCR was used to estimate virus concentrations in cassava varieties. Virus quantities were higher in Kiroba and Albert compared to Kaleso. The Illumina RNA-sequencing was used to further understand the genetic basis of resistance. More than 700 genes were uniquely overexpressed in Kaleso in response to virus infection compared to Albert. Surprisingly, none of them were similar to known resistant gene orthologs. Some of the overexpressed genes, however, belonged to the hormone signalling pathways and secondary metabolites, both of which are linked to plant resistance. These genes should be further characterised before confirming their role in resistance to CBSD.

## Introduction

Cassava (*Manihot esculenta* Crantz, Family: *Euphorbiaceae*) is an important food staple for over 700 million people across the tropical and sub-tropical world. It can be grown all year round and provides valuable food in periods when other food staples are not available [1]. Cassava production in Africa is threatened by two viral diseases; cassava mosaic disease (CMD) and cassava brown streak disease (CBSD), each causing up to 100% damage in susceptible varieties and severely affecting the food security in the continent [2]. Several cassava mosaic begomoviruses (CMBs) cause CMD, which is controlled effectively through the identification and introduction of resistant varieties [2], [32]. CBSD has for many years been recognized as an important disease of cassava in coastal East Africa and the shores of Lake Malawi and Mozambique in the South [3], [4] but more recently the disease is expanding towards central Africa in parts of Uganda, Kenya, Tanzania, Burundi, Rwanda and Congo [2], [4]–[6]. CBSD is caused by two distinct species of single-stranded RNA (ssRNA) viruses, *Cassava brown streak virus* (CBSV) and *Ugandan cassava brown streak virus* (UCBSV), belonging to the genus *Ipomovirus* of the family *Potyviridae* [7], [8], [43]. Both viruses are transmitted by whiteflies, *Bemisia tabaci*, in a semi persistent manner [9], [10]. The virus can also be transmitted by grafting or mechanically under laboratory conditions [16], and the disease is also spread by propagating infected cuttings in the field.

The most effective approach to reducing losses due to CBSD is by deploying resistant cultivars. Early breeding efforts in coastal Tanzania made use of resistance introgressed into cultivated cassava from the close relative - Ceara Rubber (*Manihot glaziovii*) [11]. The most resistant hybrid developed from this programme was 46106/27, which is currently grown under the local name Kaleso in Kenya, and Namikonga in Tanzania [12]. More recent efforts in eastern Africa have identified a number of cassava varieties resistant/tolerant to CBSD, which can be infected with CBSVs but either show no, mild or delayed symptoms of root necrosis. They provide some relief against the disease while more resistant varieties with high yields are urgently required to minimise the impact of the disease on affected communities. The availability of procedures such as real-time quantitative PCR (RT-qPCR) for measuring virus titres accurately [13] and RNA-sequencing (RNA-Seq) technologies can make immediate impact in identifying resistance as well as unravelling the mechanism and genetic basis of resistance. RNA-Seq [14] in particular, produces millions of short cDNA reads that are mapped to a reference genome to obtain a genome-scale transcriptional map, which consists of the transcriptional structure and the expression level for each gene potentially contributing to virus resistance.

The aim of this study was first to characterize the level of resistance to CBSD of three cassava varieties Albert, Kiroba and Kaleso and second to compare the transcriptome of a resistant and a susceptible cassava to uncover transcripts putatively involved in disease resistance. The three varieties were challenged with CBSV and UCBSV by graft inoculation as well as by whitefly inoculation. Multiplication of viruses in plants was monitored by RT-qPCR and the severity of disease symptoms was recorded both on leaves and roots. Based on these parameters, variety Kaleso was considered to be resistant to CBSD because it had no or mild disease symptoms and low quantities of viruses. Variety Albert was considered to be susceptible as it developed severe symptoms and supported high levels of virus concentrations. Variety Kiroba was considered to be tolerant as it had intermediate type of symptoms and virus concentrations compared to Kaleso and Albert. In order to understand the mechanism of resistance, Kaleso and Albert were compared by RNA-Seq. Over 700 genes were found to be up-regulated in response to CBSV infection in the resistant variety Kaleso. The gene expression profiles of Kaleso and Albert are presented here as a first study towards identifying CBSD resistance genes.

## Materials and Methods

### Testing Cassava Varieties for Virus Resistance

Three cassava varieties Albert, Kiroba and Kaleso differing in response to CBSD were used in this study. Kaleso is a widely adopted variety in Kenya, and Kiroba and Albert are varieties grown in Tanzania [12], [15]. Plants were confirmed to be free of viruses by end-point reverse transcription polymerase chain reaction (RT-PCR) (see below) and they were generated by tissue culturing. Two virus isolates that differed in levels of severity were used to inoculate the cassava varieties; the severe isolate of CBSV was collected from Mozambique (CBSV-[MZ:Nam1-1∶07]), and the relatively milder isolate of UCBSV was from Uganda (UCBSV-[UG:Kab4-3∶07]) [16].

In order to characterise resistance to CBSD, the UCBSV or CBSV were graft-inoculated onto two-month-old healthy cassava plants of the three cassava varieties (five plants for each variety/virus combination). Plants were kept in relatively constant environment at 28±5°C and 50–60% RH for symptom development. Plants showing no symptoms or signs of virus infection when tested by RT-PCR after four weeks were inoculated again at four weekly intervals until all plants showed symptoms. The efficiency of graft transmission was calculated on each variety by the number of plants with leaf and root symptoms. CBSD symptoms on leaves and stems were recorded at four week intervals for nine months. Disease severity on roots was recorded about a year after graft-inoculation by visual inspection of roots. Roots were cut at 1 cm interval and scored on a 5-point scoring system in which 1 = no visible root symptoms, and 5 = very severe necrosis of affected roots (affects >30% of root surface) [15], [17]. A number of factors including the efficiency of graft-transmission, time taken for symptom expression and disease severity were recorded to confirm the levels of resistance to CBSD.

### Virus Detection by PCR

A single lobe of a fully expanded leaf (fourth or fifth from the top) and a small portion of roots (non-destructive sampling) were collected from the three cassava varieties for detecting CBSVs by RT-qPCR [18], [19]. Samples were taken at 24 h intervals after the grafting in the first week, subsequently at weekly interval for four weeks, followed by monthly interval for nine months. Thirty-six samples were collected at each time point for each variety-virus combination (3 varieties×2 virus isolates×3 plants×2 samples). A total of 540 samples were collected by the end of nine months and analysed for the presence of the virus by RT-PCR [18], [19] and quantified subsequently by RT-qPCR on a subset of samples. The subset of samples was taken from plants confirmed to be infected with viruses by RT-PCR. Total nucleic acids were extracted from samples using a protocol described before [19]. RNAs selected for virus quantification were DNAse treated according to the manufacturer conditions (DNase RQ 1 treatment kit, Promega, USA) and the concentration was estimated using a Nanodrop 2000 (Thermo Scientific Ltd., UK). Approximately 1 µg of RNA was used for cDNA synthesis using ImProm-II Reverse Transcriptase kit (Promega, UK) and random primers (New England Biolabs, UK). Virus detection was performed in 96 well-plates; each reaction was carried out in 25 µl reaction containing 1x QuantiTect SYBR Green (Qiagen), 7.5 nM primers (Table S1) and 2.5 µl cDNA. The Master Cycler Ep Realplex PCR (Eppendorf, UK) was used at an initial 15 min at 95°C then 40 cycles of 94°C for 15 sec, 52°C for 30 sec and extension at 72°C for 30 sec. Melting curve analysis was carried out subsequently on three technical replicate samples to confirm the specificity of the reaction. To minimize errors due to pipetting, dispensing of reagents for RT-qPCR and cDNA synthesis was carried out in a robot EpMotion 5070 (Eppendorf, UK). The virus cDNA detected was normalized to the expression of the cassava gene ribulose biphosphate carboxylase oxygenase gene (RubiscoL) (Table S1) using the 2^−ΔΔCt^ method [20].

### Virus Inoculation by Whiteflies, and Whitefly Preference for Cassava Varieties

In order to estimate the level of virus transmission to three cassava varieties by whiteflies, approximately 1000 adult *B. tabaci* were collected from a whitefly colony originated from Uganda [21], [22]. These were introduced into a cage (60×60×90 cm) containing three two-month-old CBSV infected cassava plants of var. Ebwanateraka for 24 h. About 30 *B. tabaci* were then transferred onto each two-month-old healthy cassava plants for 24 h for virus inoculation [21]. Thirty plants were inoculated per replication for each variety and three replications were included in the experiment to give a total of 90 inoculated plants. The *B. tabaci* were removed manually after inoculation, and plants were maintained for three months at 28±5°C and 50–60% RH. The susceptibility of the varieties was determined by RT-PCR based on the proportion of infected plants three months after virus inoculation.

In order to estimate the resistance of cassava to whiteflies, five male and female insects were transferred into a clip cage and allowed to feed on three cassava varieties [22]. Fifty such cages were set up separately for each variety in three replicates. Whiteflies were allowed to lay eggs for 48 h and then removed. Plants were kept at 28±5°C, 50–60% RH and L12:D12. The number of eggs laid, nymphs developed and adults emerged were recorded on each variety at weekly interval for up to four weeks. Data obtained were analysed by ANOVA to determine the effect of varieties on the fecundity and survival of *B. tabaci*.

### Transcriptome Analysis using RNA-Seq Illumina Sequencing

RNA-Seq was carried out to understand the mechanism of CBSD resistance in cassava. Leaf samples were collected from three CBSV-inoculated and control (un-inoculated) plants of Albert and Kaleso (three biological replicates) one year after graft inoculation with CBSV. At this time point, all plants still showed symptoms and tested positive for the viruses by RT-PCR. Total nucleic acid was isolated from 100 mg of cassava leaf tissue as described before [19] except that these samples were ground using liquid nitrogen. To isolate total RNA, 1 µg of the sample was then DNAse treated using RQ1 DNAse (Promega, USA). Samples were concentrated and cleaned up using RNEasy MinElute Clean up kit (Qiagen, Germany). Resulting RNA was quantified on Nanodrop and quality was checked on Agilent 2100 Bioanalyzer (Agilent, USA). Equimolar quantities of each of three biological replicates for each variety were pooled at this stage. cDNA libraries and RNA-Seq were performed by GATC Biotech (Konstanz, Germany) for generating 50 bp single end reads using Illumina Hiseq 2000 platform. The raw sequences were submitted to NCBI’s Gene Expression Omnibus database (GEO), which were assigned a series entry accession number GSE56467. Sequences are available for public use from the website http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56467.

Sequence reads were mapped against the cassava genome retrieved from Phytozome (http://www.phytozome.net/cassava.php) using BWA aligner [23]. Only uniquely mapped reads were retained. The alignments were processed to compute the read counts for each transcript. The expression for each gene was generated as read per kilobase per million reads (RPKM). Only transcripts showing RPKM values>1 in at least one sample were kept for downstream analysis. Differential expression between two samples was assessed using the statistical R package DEGseq [24] using a MA-plot-based method and a random sampling model. Genes were filtered at a level of 2-fold or greater difference between two samples. The homologs of differentially expressed genes were queried in The Arabidopsis Information Resource (TAIR) functional categorization tool (http://www.arabidopsis.org/tools/bulk/go/index.jsp). The Kyoto Encyclopaedia of Genes and Genomes (KEGG) database is extensively used to assign metabolic pathways to genes [25]. Using TAIR homologues, the enrichment of KEGG pathways in overexpressed genes was calculated using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [26], [27]. For validating RNA-Seq data, primers were designed for selected overexpressed genes of interest using the NCBI-primer blast tool (Table S1). Gene expression was measured by RT-qPCR, in the conditions indicated above in three biological replicates of infected and healthy cassava plants. The amplification of selected genes was normalized to the expression of the cassava gene ribosomal protein (L2) (Table S1) using the 2^−ΔΔCt^ method [20]. The L2 primers were designed from a BLAST search of the cassava genome on the website Phytozome. Efficiency of primers was tested and primers displaying an efficiency of at least 0.85 were retained.

## Results

### The Response of Varieties for Virus Infection by Graft Inoculation

Four weeks after the first graft inoculation with CBSV or UCBSV, none of the five Kaleso plants showed CBSD symptoms. The symptoms of Kiroba and Albert varied between the two viruses. All five plants of Albert were infected with CBSV within four weeks of virus inoculation. For Kiroba, only two were infected in the same period (Table 1). Four independent grafts were required to infect all plants of Kaleso with CBSV. In comparison, all five plants of Kiroba were infected by the second graft. In general, CBSV infected cassava varieties quicker and more efficiently than UCBSV. Plants infected with CBSV also exhibited severe symptoms compared to the milder symptoms of UCBSV. With regards to root necrosis, based on a scale of 1 (no symptoms) to 5 (very severe symptoms) [15], [28] all plants of Albert showed symptoms with a severity score of 3.0 for UCBSV and 4.0 for CBSV, while an average symptom score of 1.5 was recorded for Kiroba plants for both viruses and had a maximum score of 2.0 for each virus. None of the Kaleso roots showed signs of damage for both viruses except for faint discolouration at the pith by CBSV.

**Table 1:** Number of plants infected with CBSV or UCBSV for the three cassava varieties during the time course of virus transmission by grafting.

			No. of plants infected/no. of grafts made		Percentage of plants infected	
Cassava varieties	No. of graftsdone	Time since1^st^ graft (weeks)	UCBSV	CBSV	UCBSV	CBSV
Kaleso	1st	0	0/5	0/5	0	0
	2nd	4	0/5	3/5	0	60
	3rd	8	2/5	2/2	40	100
	4th	12	3/3	-	100	-
Kiroba	1st	0	0/5	2/5	0	40
	2nd	4	2/5	3/3	40	100
	3rd	8	3/3	-	100	-
Albert	1st	0	4/5	5/5	80	100
	2nd	8	1/1	-	100	-

- grafting was not done since all plants expressed symptoms from the previous grafting at this time point.

### Virus Detection and Spread in Cassava Varieties

CBSV and UCBSV were not detected in any plants of the three varieties 24 h and 48 h after inoculation. CBSV was first detected four days after inoculation in the roots of one of the three plants of Albert, while none of the Kaleso and Kiroba plants tested positive for either virus at this time point (Table 2). Both viruses were detected from leaves and roots of Albert at one week after virus inoculation, and in comparison it took 2–8 weeks for detecting viruses in all plants of Kiroba and Kaleso. At 12 weeks, all plants of all varieties showed the presence of viruses in both leaves and roots. Some plants of Kaleso and Kiroba that were shown to be infected with viruses early reacted negative for viruses by RT-PCR in the middle of the experiment, but they again reacted positively towards the end. This is indicating recovery of cassava plants from virus infections, or localised infections of viruses in any given plant tissue of these two varieties. In comparison, both viruses were detected consistently in Albert for up to 36 weeks.

**Table 2:** Number of cassava plants infected with CBSV or UCBSV in roots and leaves over a period of 12 weeks after virus inoculation by grafting as confirmed by RT-PCR.

	Number of plants with UCBSV (out of 3)						Number of plants with CBSV (out of 3)					
	Kaleso		Kiroba		Albert		Kaleso		Kiroba		Albert	
Hours/Weeks	leaf	root	leaf	root	leaf	root	leaf	root	leaf	root	leaf	root
24 h	0	0	0	0	0	0	0	0	0	0	0	0
48 h	0	0	0	0	0	0	0	0	0	0	0	0
96 h	0	0	0	0	0	0	0	0	0	0	0	1
1	0	0	0	0	1	1	0	0	0	0	1	2
2	0	1	0	2	0	2	0	0	1	2	1	2
4	0	2	0	0	1	3	0	0	1	2	3	3
8	2	2	3	2	3	3	2	1	1	2	3	3
12	3	3	3	3	3	3	3	3	3	3	3	3

Quantification of CBSV and UCBSV in cassava varieties indicated significant differences in virus concentrations among the cassava varieties (Friedman test, CBSV: χ^2^ = 19.6, p<0.001, UCBSV: χ^2^ = 18.476, p<0.001). Albert showed highest levels of virus concentration compared to Kiroba and Kaleso, the latter two showed medium to very low levels, respectively (Figure 1). Concentration of both viruses did not vary considerably throughout the sampling period in Kaleso as they remained very low, while they were high in concentration in Albert. The concentration of UCBSV increased over 160-fold from first week up to 16 weeks in Albert and the virus multiplication seem to have stabilised for the remainder of the experiment up to 36 weeks. Kiroba displayed peak CBSV and UCBSV concentrations at 16 and 24 weeks, respectively. Concentration UCBSV was marginally higher than CBSV in Kiroba, although they both decreased subsequently and remained low for the rest of the experiment. In comparison, the concentration of CBSV increased up to 700 times in Albert and the virus was still actively multiplying at 36 weeks.

**Figure 1:**
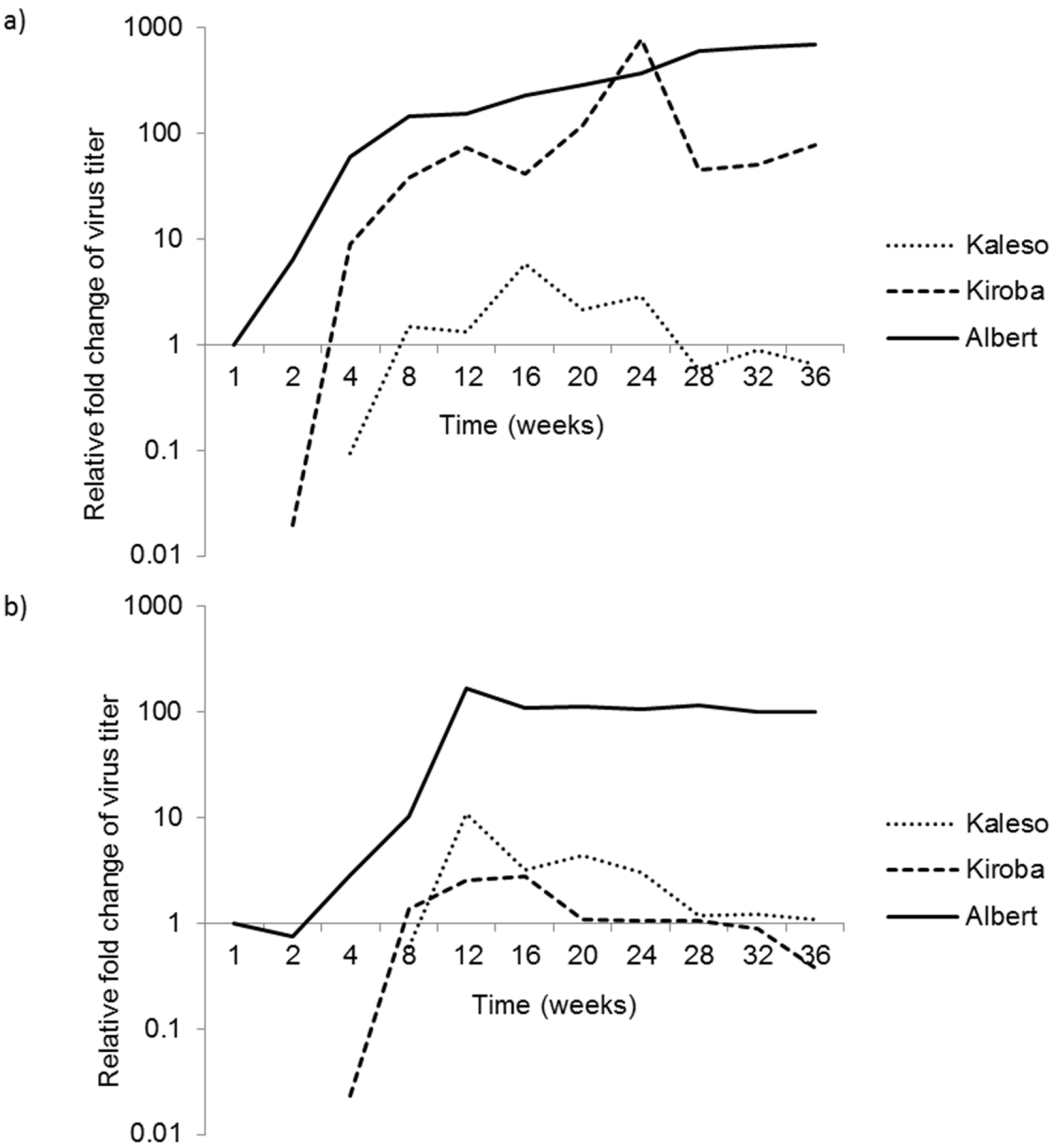
Relative changes of virus titre in cassava plants for a) CBSV and b) UCBSV. Virus quantities were normalised to the concentration of virus detected in Albert at the first week time point.

### Whitefly Survival on Cassava Varieties and Virus Transmission

In order to understand resistance levels of cassava varieties to CBSD in natural conditions where the virus is transmitted by the vector *B. tabaci*, cassava plants were assessed for their resistance to whiteflies. All three cassava varieties equally supported whitefly egg laying and reproduction (Figure 2). Minor differences observed in the numbers of eggs laid (F_2,27_ = 0.078, p = 0.925), nymphs developed (F_2,27_ = 0.111, p = 0.896) and adults emerged (F_2,27_ = 0.059, p = 0.942) were not statistically significant between the three cassava varieties. The percentage of eggs that survived to nymphs across the varieties ranged from 90–91%, nymphs to adults 91–92% and eggs to adults survival 82–84%. These differences in development of *B. tabaci* stages among cassava varieties from eggs to nymphs, nymphs to adults and eggs to adults were also not significant (P>0.05).

**Figure 2:**
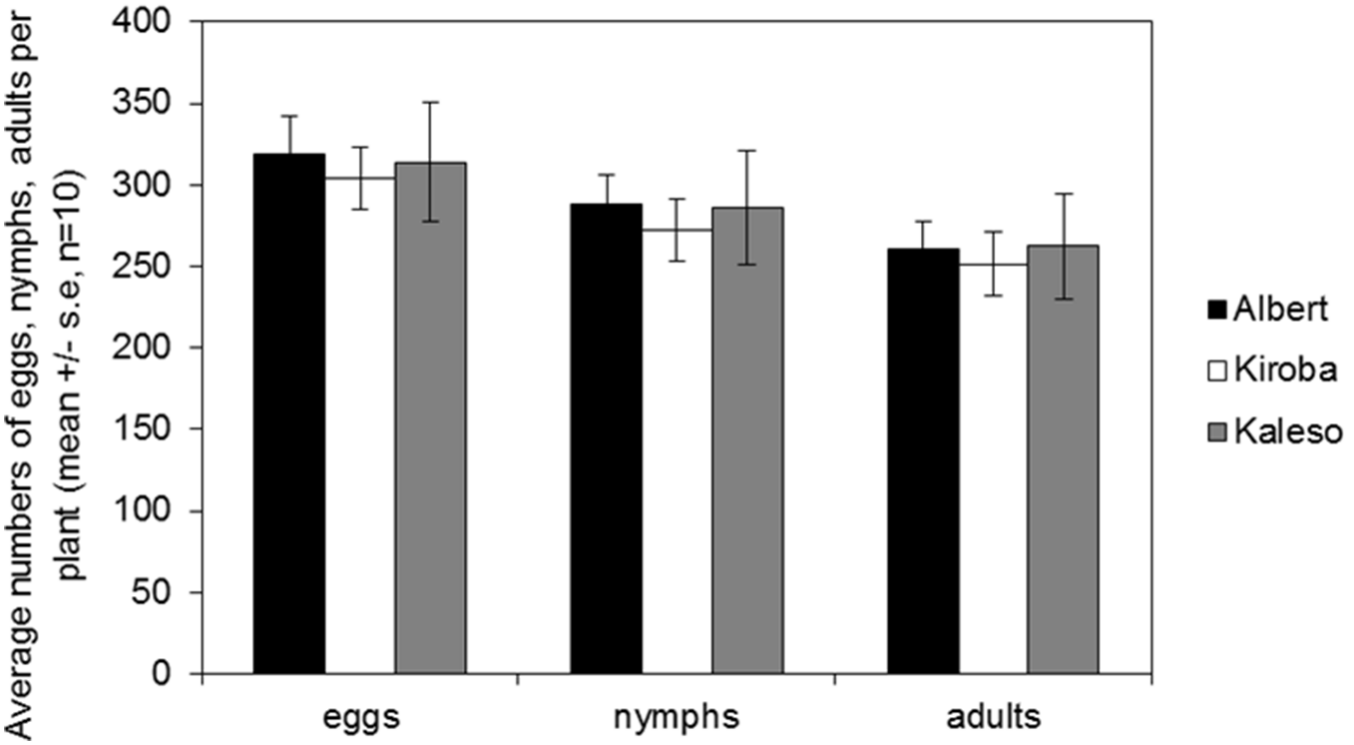
Average number of eggs, nymphs and whitefly adults recorded on the three cassava varieties after five female and male insects were allowed to feed and develop for one life cycle of 30 days.

In the whitefly transmission experiment, about 57% and 47% of Albert and Kiroba plants developed CBSD symptoms, respectively, while only one of 30 Kaleso plants (3%) was infected. The differences in CBSV infection among cassava varieties was highly significant (ANOVA, F_2,6_ = 24.1, P<0.001). The number of weeks required from inoculation to symptom appearance varied; in Albert the first plant showed symptoms three weeks after inoculation by *B. tabaci* while in Kiroba and Kaleso, first symptoms appeared five and eight weeks after inoculation, respectively. Symptoms on whitefly-transmitted plants were milder to those seen on wild-type plants possibly because of growing the plants in plastic bags in artificial insectary conditions.

### RNA-Seq Analysis of Gene Expression

The two cassava varieties Albert and Kaleso were chosen for transcriptome analysis by Illumina RNA-Seq as they showed the most contrasting phenotype for CBSV susceptibility. 

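Leaf RNA of Kaleso and Albert was sequenced from plants infected with CBSV by grafting and from healthy controls. Each of the 4 libraries was made from the pooled RNA of 3 plants, taken 12 months after grafting, so that there was 1 library per condition and no replicate. The authors mapped the reads to the cassava genome with the BWA aligner, kept the uniquely mapped reads, and deposited for each of 34151 cassava4.1 transcripts the number of reads counted, the RPM and the RPKM (reads scaled to the library total, and for RPKM also to the transcript length). The reads counted on transcripts were 23013971 for Albert healthy, 25748336 for Albert CBSV, 15456642 for Kaleso healthy and 22018740 for Kaleso CBSV. The paper's numbers of reads mapped to the whole genome (Table 3) were higher, at 31632660, 35964664, 20946755 and 29534087 in the same order. All values reported beside the text use the reads counted on transcripts. One read was worth an RPM of 0.0435 in Albert healthy, 0.0388 in Albert CBSV, 0.0647 in Kaleso healthy and 0.0454 in Kaleso CBSV, so that low values were least precise in Kaleso healthy. From the deposited read counts, infected and healthy libraries of each variety were compared with the formula of the random sampling model of DEGseq (the MA-plot-based test, MARS), after a count of 0 was set to 0.5. A gene was counted as over- or underexpressed at a p-value under 0.001 and an RPKM ratio of at least 2, among the genes with an RPKM over 1 in at least 1 library. The p-value compares the reads of 2 libraries, not the conditions, since the variation between plants was not measured. Intervals given for single genes cover counting error only.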

RNA-Seq was conducted one year after virus inoculation to understand the steady state of response to virus infection. Between 49 and 60 million raw sequencing reads were generated from four samples; Kaleso CBSV-infected and control (healthy), and Albert CBSV-infected and control. Read counts, reads per million mapped sequence reads and RPKM values were generated for each gene in the cassava reference genome. Approximately 60% of the reads were uniquely mapped to the genome (21 to 36 millions), which represented 22,368 genes expressed in at least one sample with an RPKM value >1 (Table 3). 

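In the deposited RPKM values, 22416 of the 34151 transcripts had an RPKM over 1 in at least 1 library. An RPKM over 1 was found for 20216 genes in Albert healthy, 20099 in Albert CBSV, 20761 in Kaleso healthy and 21371 in Kaleso CBSV. An RPKM over 10 was found for 12710, 12673, 13317 and 13866 genes in the same order. At least 1 read was counted for 26496, 26405, 26265 and 27287 genes. With the reads of all libraries thinned at random to the total of the smallest library, 22456 genes had an RPKM over 1 in at least 1 library. With at least 10 reads required in the same library there were 22276.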

The remaining genes, showing RPKM values below one across all treatments, were excluded from further analysis. 

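The number of genes with a deposited RPKM over 1000 was 107 in Albert healthy, 102 in Albert CBSV, 103 in Kaleso healthy and 67 in Kaleso CBSV. At an RPKM over 100 there were 2166, 2277, 2255 and 2369 genes, with the most in Kaleso CBSV. This order depended on the normalization. With TMM there were 2315, 2397, 2187 and 2112 genes with an RPKM over 100, with the fewest in Kaleso CBSV, and 115, 107, 99 and 56 with an RPKM over 1000. The 10 genes with the most reads took 4.14%, 4.78%, 3.36% and 3.52% of all reads counted in the same order of libraries. With 1 library per condition, the spread between plants in these numbers is not known.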

The quality of the sequences obtained was considered good as the number of highly expressed genes in Kaleso control, Albert control and Albert CBSV treatments was around 100, while the number of genes highly expressed specifically in Kaleso CBSV treatment was markedly less at 67.

**Table 3:** Number of reads generated from the RNA-Seq analysis and the corresponding gene expression range obtained for resistant Kaleso and susceptible Albert cassava varieties.

	Albert healthy	Albert CBSV	Kaleso healthy	Kaleso CBSV
All reads	54,045,667	60,070,579	38,949,010	49,681,907
Mapped to whole genome	31,632,660	35,964,664	20,946,755	29,534,087
**Number of genes with:**				
RPKM>1000	105	102	102	67
RPKM>100	2,150	2,246	2,225	2,337
RPKM>10	12,656	12,628	13,268	13,801
RPKM>1	20,185	20,071	20,686	21,224

Among the top 10 highly expressed genes, nine were common in all samples, those genes included three ribulose biphosphate carboxylases, two calcium binding family proteins, one photosystem II subunit and other un-annotated transcripts (Table S2). 

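Ranked by deposited RPKM, 2 genes were among the 10 highest in all 4 libraries, and 19 different genes were among the 10 highest in at least 1 library. The genes shared by all libraries were cassava4.1_017170m, annotated as ribulose bisphosphate carboxylase small chain 1A (RBCS1A), and cassava4.1_018756m, annotated as photosystem II subunit R (PSBR). RBCS1A had an RPKM of 17336 in Albert healthy, 20192 in Albert CBSV, 9205 in Kaleso healthy and 6170.2 in Kaleso CBSV. PSBR had an RPKM of 11474, 8248, 7406 and 5212 in the same order. The highest RPKM in Kaleso CBSV was that of cassava4.1_020839m, annotated as metallothionein 3 (MT3), with 38407, against 3368 in Kaleso healthy. In Albert the same gene rose from an RPKM of 569.8 to 15301. Another metallothionein 3 transcript, cassava4.1_020863m, was the highest in Albert CBSV with an RPKM of 38798, against 4517 in Albert healthy. Reads shared by these similar transcripts were not counted, since only uniquely mapped reads were kept, so their levels are uncertain. Among the 20 highest genes of each library, 13 were common to all 4.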

Using the random sampling model in the DEGseq program, pairwise comparisons of gene expression were carried out between the infected and non-infected samples of Kaleso and Albert (Table S3). Mapped read count for each gene with a p-value<0.001 were obtained, and the MA-plot revealed little variation between the infected and non-infected samples (Figure 3a and b).

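Over the 22416 genes with an RPKM over 1 in at least 1 library, the log2 ratio of infected to healthy RPKM, each with 1 added, had an SD across genes of 0.78 in Kaleso and 0.63 in Albert. The order of the varieties was the same with 0.1 added in place of 1, where the SD was 0.99 in Kaleso and 0.84 in Albert. The Pearson correlation across genes of log2 RPKM between infected and healthy libraries was 0.930 in Kaleso and 0.958 in Albert. Between varieties it was 0.941 for the 2 healthy libraries, 0.919 for the 2 infected libraries, 0.945 for Albert CBSV and Kaleso healthy, and 0.889 for Albert healthy and Kaleso CBSV. Genes are not independent replicates, and these correlations describe single libraries.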

**Figure 3:**
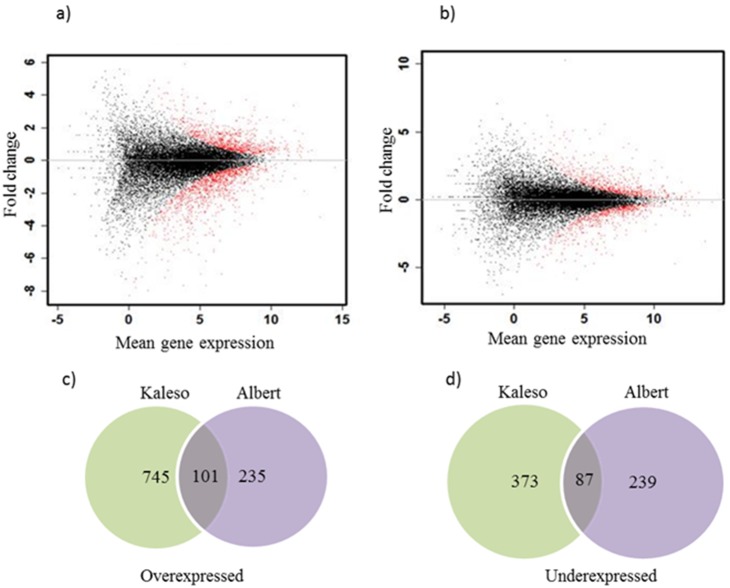
M/A plots of the expression of all genes of healthy vs infected cassava a) Kaleso and b) Albert. The red dots indicate the significantly differentially expressed genes. c) Venn diagram of the significantly over- and under-expressed genes.

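From the deposited read counts, 3454 genes were overexpressed at least 2-fold in 1 or both varieties, 2550 in Kaleso and 1367 in Albert. The alternative that changed these numbers most was edgeR's exact test with an assumed biological coefficient of variation of 0.4 between pools, which left 280 genes in Kaleso and 122 in Albert. In simulated libraries with that variation, this setting recovered 11.5% of the genes changed 4-fold. The changed genes were drawn from genes well covered by reads in healthy Kaleso, so that recovery of genes with few reads was not tested. With the test applied to the whole-number part of RPKM in place of the read counts, 839 genes were overexpressed in Kaleso and 349 in Albert. Kaleso had more overexpressed genes than Albert under each of these settings. In simulated libraries in which 200 well covered genes were changed 4-fold, the test recovered 100.0% of them when only counting error was simulated. It called 7 of 22216 unchanged genes. When a biological coefficient of variation of 0.4 was simulated, it called 4726 unchanged genes.

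**Figure D1:**
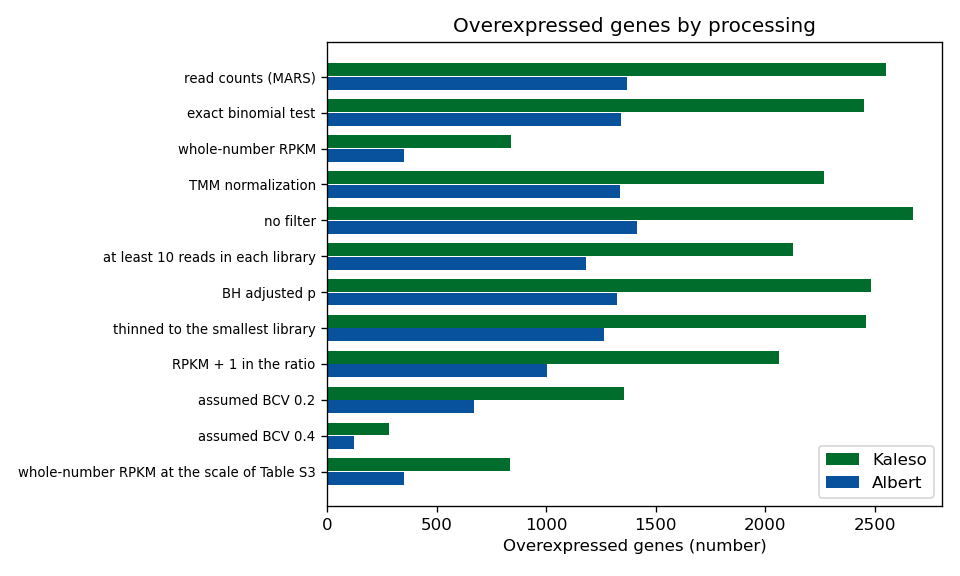
Number of genes overexpressed after CBSV infection in Kaleso (green bars) and Albert (blue bars), counted from the same 4 libraries under 12 ways of processing, listed on the vertical axis. The numbers from read counts are 2550 in Kaleso and 1367 in Albert, and the lowest numbers are 280 and 122, with an assumed biological coefficient of variation (BCV) of 0.4.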

In response to CBSV infection, a total of 1081 genes were significantly overexpressed at least two-fold in the two cassava varieties. Among those genes, 745 were unique to Kaleso, 235 were unique to Albert while 101 were equally overexpressed in both varieties (Figure 3c and d). 

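Of the genes overexpressed from read counts, 2087 passed the threshold only in Kaleso, 904 only in Albert and 463 in both varieties. A gene that passed in one variety only was not tested for a difference between the varieties. Genes were ranked by the log2 ratio with 1 added to each RPKM, which sets back genes with few reads. The largest rise in Kaleso was then that of cassava4.1_009055m, with 57 reads in healthy and 16758 in infected plants, an RPKM ratio without the added 1 of 206 (95% exact binomial interval 159 to 273). In Albert it had 55 and 59 reads. On the same scale the largest rise in Albert was that of cassava4.1_024550m, from 99 to 6462 reads, an RPKM ratio of 58.3 (95% interval 47.8 to 71.9). In Kaleso its RPKM ratio was 9.70. Across genes, the log2 ratios of the 2 varieties had a Pearson correlation of 0.230. From the differentially expressed genes, the paper concludes in its discussion that each variety responded to infection in its own way, and that the resistant variety had the most overexpressed genes.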

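Genes overexpressed at least 10-fold in read counts numbered 326 in Kaleso and 136 in Albert. Of these, 260 in Kaleso and 49 in Albert were overexpressed in that variety only. A large ratio often rested on few reads in the healthy library. An overexpressed gene with no reads there has no finite ratio and was counted as at least 10-fold. When at least 10 reads were required in each of the 2 libraries compared, 123 genes were overexpressed at least 10-fold in Kaleso and 52 in Albert.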

Among the 745 genes, 130 were at least 10 times overexpressed in Kaleso in response to CBSV infection but only 25 in Albert. 

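Genes underexpressed at least 2-fold in read counts numbered 1277 in Kaleso and 1324 in Albert. Of these, 948 were underexpressed only in Kaleso, 995 only in Albert and 329 in both. In Kaleso there were fewer underexpressed than overexpressed genes, while in Albert the numbers were 1324 and 1367. With TMM normalization, 1540 genes were underexpressed in Kaleso and 1362 in Albert, against 2268 and 1335 overexpressed. Ranked by the log2 ratio with 1 added to each RPKM, the largest fall in Albert was that of cassava4.1_030779m, annotated as a basic helix-loop-helix protein (BHLH038, ORG2), from 5503 to 5 reads. In Kaleso it fell from 515 to 36 reads. On the same scale the largest fall in Kaleso was that of cassava4.1_020252m, from 496 to 12 reads, and in Albert this gene fell from 286 to 0 reads.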

A smaller number of genes were under expressed (373 uniquely in Kaleso and 239 in Albert).

Among all the genes overexpressed in Kaleso (uniquely + commonly with Albert = 846), 784 were found to have orthologs in *Arabidopsis thaliana*. The orthologs were then used to find gene ontology and pathways enriched in the plant using the TAIR database. Analysis of gene ontology revealed a large number of genes involved in stress signalling that were overexpressed in both varieties (Table S1). No differences in genes assigned to GO categories however could be identified between the two varieties. The up-regulated genes in Kaleso were then assigned to biochemical pathways in the KEEG database using the DAVID bioinformatics tool. Six pathways were found to be enriched among the overexpressed genes in Kaleso (Table 4, Table S4), representing 99 genes. 

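Table S4 lists 9 pathways with 99 entries, which stand for 56 different cassava genes, since some genes belong to more than 1 pathway. Of the 9 pathways, 6 have a p-value under 0.05 in the paper's table, and the lowest Benjamini-adjusted p-value that the table gives is 0.0613. From the deposited read counts, 40 of the 56 genes were overexpressed in Kaleso and 21 in Albert. The median log2 ratio of the 56 genes, with 1 added to each RPKM, was 1.27 in Kaleso, for which the genes had been selected, and 0.43 in Albert, where 44 of the 56 genes were higher in the infected library. The median in Albert was above those of all 10000 random lists of genes matched on expression (percentile 100.0), whose middle 95% lay between -0.12 and 0.15. The genes overexpressed in Kaleso as a whole are a closer background. Against 10000 random lists of those genes, a comparison chosen after seeing the data, the 40 overexpressed genes had a median in Albert of 0.37, at percentile 95.2, and the middle 95% of the lists lay between -0.07 and 0.43.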

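The plant hormone pathway of Table S4 has 20 cassava genes, and its p-value in the paper's table is 0.0571. From the read counts, 16 of the 20 were overexpressed in Kaleso and 10 in Albert. Their median log2 ratio, with 1 added to each RPKM, was 1.52 in Kaleso and 0.74 in Albert. On this scale the largest change in Kaleso was that of cassava4.1_002571m, from 193 to 3949 reads, an RPKM ratio of 14.4 (95% exact binomial interval 12.4 to 16.7). In Albert its RPKM ratio was 4.24 (95% interval 3.40 to 5.33). The smallest change in Kaleso was that of cassava4.1_011340m, with an RPKM ratio of 0.948. The libraries measure transcripts, and hormone levels were not measured in them. From the number of genes, the paper proposes a potential elevation of plant hormones in Kaleso.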

Interestingly, 20 of these were assigned to the plant hormone signalling pathways, indicating a potential elevation of plant hormones in Kaleso plants. In addition to primary metabolite pathways such as fructose and mannose metabolism and amino sugar and nucleotide sugar metabolism, three pathways were found to be involved in the synthesis of secondary metabolites: biosynthesis of phenylpropanoids (20 genes), terpenoids and steroids (16 genes), and flavonoids (6 genes).

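Of the genes for the biosynthesis of phenylpropanoids, 14 of 20 were overexpressed in Kaleso and 11 in Albert, with median log2 ratios (1 added to each RPKM) of 1.28 and 1.11. For terpenoids and steroids, 13 of 16 genes were overexpressed in Kaleso and 7 in Albert, with medians of 1.44 and 0.64. For flavonoids, 5 of 6 genes were overexpressed in Kaleso and 5 in Albert, and the median was 1.68 in Kaleso and 3.78 in Albert. The flavonoid gene with the largest log2 ratio in Kaleso, with 1 added to each RPKM, cassava4.1_010212m, rose from an RPKM of 81.2 to 434.8 in Kaleso and from 31.3 to 544.7 in Albert. Among the primary pathways, 6 of 8 genes of fructose and mannose metabolism were overexpressed in Kaleso and 3 in Albert. For amino sugar and nucleotide sugar metabolism, 8 of 10 genes were overexpressed in Kaleso and 2 in Albert.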

**Table 4:** KEGG pathways up-regulated in the resistant cassava variety Kaleso as determined by DAVID bioinformatics tool.

KEGG pathway number	Term	Number ofgenes	% of totalgenes present in the pathway	P-Value
ath01061	Biosynthesis of phenylpropanoids	20	3	7.8E-3
**ath01070**	Biosynthesis of plant hormones	20	3	5.7E-2
**ath01062**	Biosynthesis of terpenoids and steroids	16	2.4	1.6E-2
ath00520	Amino sugar and nucleotide sugar metabolism	10	1.5	3.5E-3
ath00051	Fructose and mannose metabolism	8	1.2	2.7E-3
**ath00680**	Methane metabolism	8	1.2	5.7E-2
ath03050	Proteasome	7	1	3.7E-2
ath00941	Flavonoid biosynthesis	6	0.9	9.7E-4
ath00906	Carotenoid biosynthesis	4	0.6	6.6E-2

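Genes overexpressed at least 100-fold in Kaleso numbered 62 from the deposited read counts. An overexpressed gene with no reads in healthy Kaleso has no finite ratio and was counted among them. With at least 10 reads required in both libraries there were 5, and with 1 added to each RPKM there were 3. Most of the 62 thus rested on few or no reads in healthy Kaleso. The NAC-domain transcript cassava4.1_026167m was counted with 2 reads in healthy and 400 reads in infected Kaleso.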

Manual analysis of 13 genes that were overexpressed at least 100 times in Kaleso identified a NAC-domain protein annotated transcript (cassava4.1_026167m). This transcript was overexpressed 140 times in CBSV infected Kaleso but poorly in healthy control and virus-infected Albert samples with RPKM values <1. 

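The RPKM of cassava4.1_026167m was 0.164 in Kaleso healthy (95% Poisson interval 0.0199 to 0.592) and 23.0 in Kaleso CBSV, a ratio of 140.4. Because of the 2 reads in the healthy library, the 95% exact binomial interval of the ratio was 38.6 to 1163. The MARS p-value of the 2 libraries was 2.4e-78. In Albert the transcript had 6 reads in the healthy and 1 in the infected library, RPKM values of 0.330 and 0.0492. The difference in Albert did not pass the threshold (MARS p-value 0.035), and the exact binomial interval of its ratio, 0.00324 to 1.23, included no change. With 1 added to each RPKM the transcript was still overexpressed in Kaleso. It also passed with an assumed biological coefficient of variation of 0.4.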

Further analysis of the values highlighted that five other NAC proteins, homologs to three different TAIR10 NAC-proteins, were overexpressed in Kaleso 24 to 139 times in the presence of CBSV (Table 3). These genes were also overexpressed in Albert although only 2 to 21 times. 

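The RPKM ratios of the other 5 NAC transcripts in Kaleso lay between 24.5 and 139. The ratio of 139 for cassava4.1_026590m came from 1 read in healthy and 198 reads in infected Kaleso, and its 95% exact binomial interval was 24.7 to 5517. The ratio of cassava4.1_015961m was 72.8 (95% interval 36.8 to 169) and that of cassava4.1_028212m was 55.5 (31.6 to 108). The best covered were cassava4.1_011029m, with 25 and 1285 reads and a ratio of 36.1 (24.3 to 56.0), and cassava4.1_023870m, with 90 and 3142 reads and a ratio of 24.5 (19.9 to 30.6). All 5 passed the threshold from read counts. With the test applied to whole-number RPKM, cassava4.1_026590m did not.

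**Figure D2:**
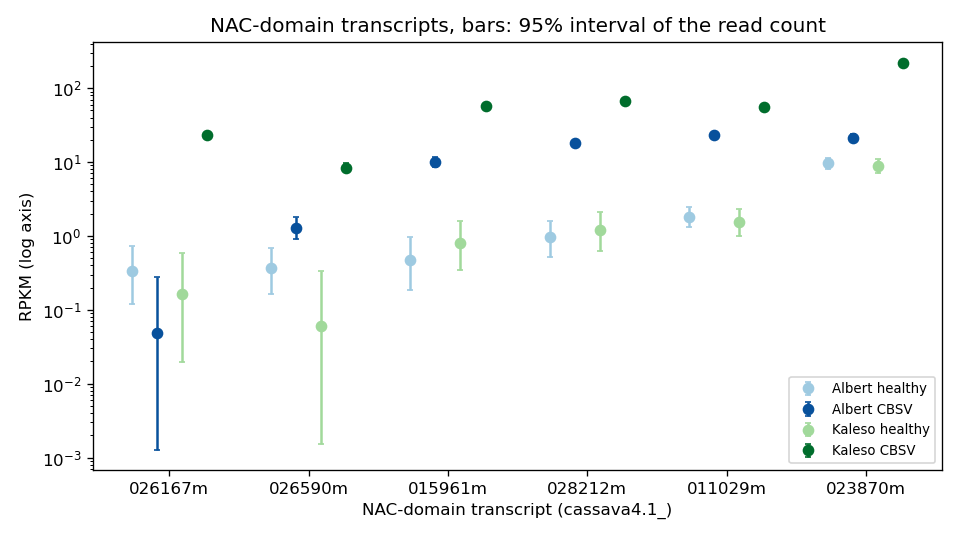
RPKM (vertical log axis) of the 6 NAC-domain transcripts (horizontal axis) in the 4 libraries, each a single pooled library. Points are RPKM and bars are 95% Poisson intervals of the read count. In Kaleso CBSV all 6 lie above the other libraries, from 8.35 for cassava4.1_026590m to 219 for cassava4.1_023870m.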

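In Albert the RPKM ratios of these 5 transcripts lay between 2.21 and 21.3. The ratio was 21.3 for cassava4.1_015961m (95% exact binomial interval 10.1 to 53.9), 18.7 for cassava4.1_028212m (11.0 to 34.6) and 12.9 for cassava4.1_011029m (9.44 to 18.0). It was 3.58 for cassava4.1_026590m (1.69 to 8.44) and 2.21 for cassava4.1_023870m (1.81 to 2.70). The intervals of the 2 varieties overlapped for cassava4.1_015961m and cassava4.1_028212m, and did not overlap for the other 3 transcripts. Overlap does not show that the ratios were equal, and the difference between the varieties was not tested. With an assumed biological coefficient of variation of 0.2 between pools, cassava4.1_026590m and cassava4.1_023870m no longer passed the threshold in Albert.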

Analysis by RT-qPCR further confirmed the overexpression of cassava4.1_026167m in Kaleso while it was poorly expressed in Albert (Table 5). RT-qPCR detected larger differences in expression for two NAC homologs than RNA-Seq (cassava4.1_015961m, cassava4.1_028212m) and for two others (cassava4.1_011029m, cassava4.1_023870m) the differences were markedly low, while one of the NAC-domain containing protein homolog could not be detected by RT-qPCR in either variety (cassava4.1_026590m) (Table 5).

**Table 5:** Fold enrichment of NAC-protein genes in infected cassavas as measured by RNA-Seq and RT-qPCR.

		Albert		Kaleso	
cassava gene-id	TAIR-10 ortholog	RNA-Seq	RT-qPCR	RNA-Seq	RT-qPCR
**cassava4.1_026167m**	AT5G22380.1	**undetected**	0.48	**140.4316**	71.5
**cassava4.1_026590m**	AT5G61430.1	**3.57374071**	undetected	**139.0273**	undetected
**cassava4.1_015961m**	AT4G35580.3	**21.3148107**	15.3	**72.8489**	204.4
**cassava4.1_028212m**	AT4G35580.3	**18.6983219**	177	**55.47049**	426
**cassava4.1_011029m**	AT5G46590.1	**12.861311**	0.21	**36.09093**	5.52
**cassava4.1_023870m**	AT4G35580.2	**2.20586065**	undetected	**24.51312**	2.67

### Identifying known Resistance Gene Analogues in Cassava

Several dominant resistance gene analogues (RGAs) conferring resistance to plant viruses have been identified in other crop and model species; *Nicotiana tabaccum, Solanum tuberosum, S. thaliana* and *S. lycopersicum* (for a review see [29]). The expression profiles of Kaleso and Albert were compared to these RGAs using common elements found among resistant genes such as an N-terminal domain with either a Toll interleukin-1 receptor (TIR) or a coiled domain (CC), a nucleotide binding site (NBS) or a leucine-reach repeat domain (LRR) [30]. Among the 235 genes with either NBS or LRR domains expressed in our experiments, none of them showed significant differences in expression as a result of virus infection (Table S5). In addition to NBS-LRR genes, cassava genome was screened for homologs of several other known RGAs. These include Tm-1 genes conferring resistance to *Tomato mosaic virus* and RTM-1, RTM-2 and RTM-3 conferring resistance to *Tobacco etch virus* in *A. thaliana*. 

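Table S5, which the paper gives for genes with NBS or LRR motifs, lists 246 genes. Of these, 12 are described as dirigent-like. The other 234 were not sorted further by domain. From the deposited read counts, 27 of the 246 passed the threshold in Kaleso, 15 over- and 12 underexpressed. In Albert 29 passed, 19 over- and 10 underexpressed. Of all 22416 genes kept, 2550 were over- and 1277 underexpressed in Kaleso, and 1367 and 1324 in Albert. By share, the 246 genes of Table S5 did not pass more often than all genes kept. Without the dirigent-like genes, a choice made after seeing the data, 21 passed in Kaleso and 26 in Albert. With the test applied to whole-number RPKM, 2 of the 246 passed in Kaleso, both dirigent-like, and 0 in Albert, so that 0 of the 234 other genes passed in either variety. With an assumed biological coefficient of variation of 0.4, 3 passed in Kaleso and 0 in Albert. With 1 added to each RPKM, the largest log2 ratio in Kaleso was that of the dirigent-like gene cassava4.1_034238m, from 101 to 3508 reads, an RPKM ratio of 24.4 (95% exact binomial interval 20.0 to 30.0). The largest in Albert was that of cassava4.1_026423m, described as an LRR family protein, from 23 to 97 reads, a ratio of 3.77 (2.37 to 6.23). The NB-ARC gene cassava4.1_001935m (RPM1) rose from 132 to 473 reads in Albert, a ratio of 3.20 (2.64 to 3.91), and had a ratio of 1.14 (0.896 to 1.46) in Kaleso.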

In cassava, RGAs of RTM-2 and Tm-1 were found to be expressed but not differentially between the resistant and susceptible cassava varieties (Table S5).

In addition to dominant genes, recessive genes also contribute to plant resistance (for a review see [31]), which all encode translation initiation factors eIF4E, eIF4G or their isoforms. Analysis of cassava transcript profiles identified the expression of four eIF4E and one eIF4G. 

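The eIF4E transcript cassava4.1_016601m had an RPKM of 7.51 in Kaleso healthy and 15.5 in Kaleso CBSV, from 70 and 206 reads. The ratio was 2.07 (95% exact binomial interval 1.57 to 2.75), with a MARS p-value of 1.5e-08 for the 2 libraries. In Albert the RPKM was 6.77 in the healthy and 7.99 in the infected library, a ratio of 1.18 (0.895 to 1.56). The transcript was just past the 2-fold threshold in Kaleso. With TMM normalization its log2 ratio was 0.94, under the threshold.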

Amongst these, eIF4E transcript cassava4.1_016601m was increased two-fold in infected Kaleso compared to healthy and Albert controls (Table S2).

## Discussion

This study was initiated with the aim of characterizing the level of resistance to CBSD in three cassava varieties and understanding the transcriptomic response of resistant and susceptible cassavas when inoculated with CBSVs. The three varieties were inoculated with CBSV and UCBSV by whiteflies as well as by grafting. Virus inoculation by grafting has been perceived to be a stringent test for identifying resistance to CBSD since it introduces a high dose of virus particles directly into the phloem tissues of test plants and thus bypasses many inherent mechanisms of plant resistance such as hypersensitive reaction seen in leaves or resistance to the whitefly vector of the virus. Graft inoculation of three cassava varieties Kaleso, Kiroba and Albert in this study, however, showed to be highly effective for screening for CBSV and UCBSV resistance as the reaction of each variety varied and it was as expected. Kaleso was resistant to both CBSV and UCBSV as it took up to four repeat graft inoculations to infect all plants. In contrast, most plants of the susceptible variety Albert were infected in the first inoculation itself. The symptom severity and the time interval between virus inoculation and symptom appearance also varied significantly between the resistant Kaleso and susceptible Albert. Similar results were obtained in whitefly transmission experiment, as only 3% Kaleso plants were infected with CBSV compared to 47 and 57% of Kiroba and Albert, respectively. Put together, these results indicated that inoculation of CBSVs by grafting is suitable and reliable for screening for CBSD resistance in cassava. The current method of screening depends on the inoculation of virus by whiteflies in the field, which is not always reliable because the whitefly numbers vary greatly from season to season and location to location. Inoculation by grafting on the other hand is accurate and can yield quick results as there will be no ‘escapes’ due to low or no whiteflies in the field. Importantly, the time of virus infection will be known which is critical for subsequent RT-qPCR studies to determine virus load. These methods can also be used to eliminate the discrepancies and the confusion that exist in describing the levels of resistance for CBSD. This arise mainly because of the subjective nature of scoring CBSD symptoms visually and is further compounded by a range of symptoms seen on different cassava varieties [8], [16] as well as the lack of strict correlation between foliar and root symptoms on some varieties [4]. Virus inoculations by grafting and subsequent virus quantification by RT-qPCR are therefore most reliable for identifying CBSD resistance in cassava.

Many terminologies have been used inconsistently in the literature to describe response of cassava to CBSD, and in general of plants to virus infections [40]. Among them, immunity, resistant, tolerant and susceptible are most common. Immunity indicates non-infection of a plant by a given virus (non-host), which is not recorded for CBSVs in this or other studies [32], [33]. In the case of resistant plants, infection by viruses can occur but multiplication and movement is restricted, and the disease symptoms are generally localised or absent [40], [41]. These are the characteristics seen on Kaleso for CBSD in our studies and thus can be considered resistant. The term tolerance is used to describe a host that can be infected by a virus and in which it can replicate and invade without causing severe symptoms or greatly diminishing plant growth or yield [40]. Severe symptoms were seen on the leaves of Kiroba [16], but the titres of both CBSV and UCBSV were comparatively low. This variety was also released for cultivation in disease endemic areas of Tanzania because root symptoms were rare and thus the yield was not affected [34]. Kiroba can therefore fit with the description of a tolerant variety for CBSD. Albert is susceptible to CBSD as it expressed severe symptoms both on leaves and roots, and the virus multiplication and spread were unabated. The concentrations of viruses and the severity of symptoms seen on these three varieties can be used as a guide to describe the resistance levels of other cassava germplasm for CBSD.

The transcriptome analysis of the most resistant and susceptible varieties Kaleso and Albert was carried out to identify the mechanism of resistance and putative CBSD resistance genes. Transcriptome analysis was carried out 12 months after graft inoculation specifically to study genes involved in steady state defence responses, rather than early response genes [35]. Although independent analysis of biological replicates is important to draw sound conclusions on biological differences between responses of different cassava varieties to CBSV, the high cost of RNA-Seq analysis limited the number of samples analysed in this study. Pooling biological replicates for RNA-Seq has been previously utilized to draw conclusions on differential gene expression in plant systems [36], and would be sufficient for a snap-shot view of gene expression profiles long after virus inoculation, which were targeted in this study.

Analysis of differentially expressed genes demonstrated that the two cassava varieties had unique response to infection, with the resistant cassava showing the highest number of genes overexpressed. One family of proteins was confirmed to be overexpressed both by RNA-Seq and RT-qPCR in Kaleso in response to infection. NAC proteins constitute one of the largest families of plant transcription factors [37]. The expression of these genes has been demonstrated to be induced by biotic and abiotic stresses. It is of particular interest that these proteins have been identified as being able to bind specifically to viruses in wheat and *Arabidopsis* [38], [39]. Although the GO analysis did not reveal any category of gene up-regulated specifically in Kaleso but genes of importance in the hormone signalling pathway were overexpressed. In addition to phyotohormones, Kaleso also had elevated levels of transcripts involved in the synthesis of secondary metabolites such as terpenoids, steroids, flavonoids and phenylpropanoids. Secondary metabolites have important role in plant defence pathway as demonstrated with brassinosteroids [42]. The lack of up-regulation of known RGAs in cassava, which are the dominant genes identified conferring resistance to plant viruses, is probably not entirely surprising because CBSD resistance was considered to be multigeneic [11], possibly controlled by many recessive genes. The over expression of eIF4E transcript further support this hypothesis although their role in CBSD resistance remains to be confirmed. Further validation studies are also required to confirm the role of NAC proteins, hormone signalling pathways and secondary metabolites in the resistance of Kaleso to CBSD. Future efforts to identify CBSD resistant genes can be speeded up from using a combination of technologies such as RNA-Seq on more resistant varieties together with field breeding (crossing) between resistant and susceptible parents and mapping segregating populations by quantitative trait loci.

## Supporting Information

Table S1 **Sequence of primers used in this study for real time PCR.**
(DOCX) Click here for additional data file.

Table S2 **All expressed genes detected by RNA-Seq in healthy and CBSV infected susceptible Albert and resistant Kaleso cassava varieties. The ten most expressed genes are highlighted in red.**
(XLSX) Click here for additional data file.

Table S3 **Genes differentially expressed between healthy and infected susceptible Albert and resistant Kaleso cassava varieties.**
(XLSX) Click here for additional data file.

Table S4 **Enriched KEGG pathways in the overexpressed genes in resistant cassava variety Kaleso.**
(XLSX) Click here for additional data file.

Table S5 **Expression values of genes with NBS or LRR motifs.**
(XLSX) Click here for additional data file.

## References

[1] Hillocks RJ, Thresh JM, Belloti A (2002) Cassava: Biology, Production and Utilization: CABI Publications.

[2] LeggJP, JeremiahSC, ObieroHM, MaruthiMN, NdyetabulaI, et al (2011) Comparing the regional epidemiology of the cassava mosaic and cassava brown streak virus pandemics in Africa. Virus Research 159: 161–170.2154977610.1016/j.virusres.2011.04.018

[3] NicholsRF (1950) The brown streak disease of cassava; distribution climatic effects and diagnostic symptoms. East African Agriculture 15: 154–160.

[4] HillocksRJ, JenningsDL (2003) Cassava brown streak disease: A review of present knowledge and research needs. International Journal of Pest Management 49: 225–234.

[5] AlicaiT, OmongoCA, MaruthiMN, HillocksRJ, BagumaY, et al (2007) Re-emergence of Cassava Brown Streak Disease in Uganda. Plant Disease 91: 24–29.10.1094/PD-91-002430781061

[6] MulimbiW, PhembaX, AssumaniB, KaserekaP, MuyisaS, et al (2012) First report of Ugandan cassava brown streak virus on cassava in Democratic Republic of Congo. New Disease Reports 26: 11.

[7] MongerWA, AlicaiT, NdunguruJ, KinyuaZM, PottsM, et al (2010) The complete genome sequence of the Tanzanian strain of Cassava brown streak virus and comparison with the Ugandan strain sequence. Archives of Virology 155: 429–433.2009489510.1007/s00705-009-0581-8

[8] WinterS, KoerblerM, SteinB, PietruszkaA, PaapeM, et al (2010) Analysis of cassava brown streak viruses reveals the presence of distinct virus species causing cassava brown streak disease in East Africa. Journal of General Virology 91: 1365–1372.2007149010.1099/vir.0.014688-0

[9] MaruthiMN, HillocksRJ, MtundaK, RayaMD, MuhannaM, et al (2005) Transmission of *Cassava brown streak virus* by *Bemisia tabaci* (Gennadius). Journal of Phytopathology 153: 307–312.

[10] MwareB, NarlaRD, AmataR, OlubayoF, SongaJ, et al (2009) Efficiency of cassava brown streak virus transmission by two whitefly species in coastal Kenya. General and Molecular Virology 1: 40–45.

[11] JenningsDL (1960) Observations on virus diseases of cassava in resistant and susceptible varieties. II. Brown streak disease. Empirical Journal of Experimental Agriculture 28: 261–269.

[12] FergusonME, HearneSJ, CloseTJ, WanamakerS, MoskalWA, et al (2012) Identification, validation and high-throughput genotyping of transcribed gene SNPs in cassava. Theoretical and Applied Genetics 124: 685–695.2206911910.1007/s00122-011-1739-9

[13] AdamsIP, AbidraboP, MianoDW, AlicaiT, KinyuaZM, et al (2013) High throughput real-time RT-PCR assays for specific detection of cassava brown streak disease causal viruses, and their application to testing of planting material. Plant Pathology 62: 233–242.

[14] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nature Methods 5: 621–628.1851604510.1038/nmeth.1226PMC13303166

[15] HillocksRJ, RayaMD, MtundaK, KioziaH (2001) Effects of Brown Streak Virus Disease on Yield and Quality of Cassava in Tanzania. Journal of Phytopathology 149: 389–394.

[16] Mohammed IU, Abarshi MM, Muli B, Hillocks RJ, Maruthi MN (2012) The Symptom and Genetic Diversity of Cassava Brown Streak Viruses Infecting Cassava in East Africa. Advances in Virology 2012.10.1155/2012/795697PMC329082922454639

[17] HillocksRJ, RayaM, ThreshJM (1996) The association between root necrosis and above-ground symptoms of brown streak virus infection of cassava in southern Tanzania. International Journal of Pest Management 42: 285–289.

[18] AbarshiMM, MohammedIU, JeremiahSC, LeggJP, KumarPL, et al (2012) Multiplex RT-PCR assays for the simultaneous detection of both RNA and DNA viruses infecting cassava and the common occurrence of mixed infections by two cassava brown streak viruses in East Africa. Journal of Virological Methods 179: 176–184.2208085210.1016/j.jviromet.2011.10.020

[19] AbarshiMM, MohammedIU, WasswaP, HillocksRJ, HoltJ, et al (2010) Optimization of diagnostic RT-PCR protocols and sampling procedures for the reliable and cost-effective detection of Cassava brown streak virus. Journal of Virological Methods 163: 353–359.1987929910.1016/j.jviromet.2009.10.023

[20] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[21] MaruthiMN, ColvinJ, SealS, GibsonG, CooperJ (2002) Co-adaptation between cassava mosaic geminiviruses and their local vector populations. Virus Research 86: 71–85.1207683110.1016/s0168-1702(02)00051-5

[22] MaruthiMN, ColvinJ, SealSE (2001) Mating compatibility, life-history traits, and RAPD-PCR variation in *Bemisia tabaci* associated with the cassava mosaic disease pandemic in East Africa. Entomologia Experimentalis et Applicata 99: 13–33.

[23] LiH, DurbinR (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754–1760.1945116810.1093/bioinformatics/btp324PMC2705234

[24] WangZ, GersteinM, SnyderM (2009) RNA-Seq: a revolutionary tool for transcriptomics. Nature Review Genetics 10: 57–63.10.1038/nrg2484PMC294928019015660

[25] KanehisaM, GotoS, SatoY, FurumichiM, TanabeM (2012) KEGG for integration and interpretation of large-scale molecular data sets. Nucleic Acids Research 40: 109–114.10.1093/nar/gkr988PMC324502022080510

[26] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols 4: 44–57.1913195610.1038/nprot.2008.211

[27] HuangDW, ShermanBT, LempickiRA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Research 37: 1–13.1903336310.1093/nar/gkn923PMC2615629

[28] McSween S, Walker T, Salegua V, Pitoro R (2006) Economic impact on food 438 security of varietal tolerance to cassava brown streak disease in costal Mozambique. In: Series RP, editor. Mozambican Institute of Agricultural Research, Mozambique. 40.

[29] PalukaitisP, CarrJP (2008) Plant resistance responses to viruses. Journal of Plant Pathology 90: 153–171.

[30] GedilM, KumarM, IgweD (2012) Isolation and characterization of resistant gene analogs in cassava, wild *Manihot* species, and castor bean (*Ricinus communis*). African Journal of Biotechnology 11: 15111–15123.

[31] RobagliaC, CarantaC (2006) Translation initiation factors: a weak link in plant RNA virus infection. Trends in Plant Science 11: 40–45.1634397910.1016/j.tplants.2005.11.004

[32] VanderschurenH, MorenoI, AnjanappaRB, ZainuddinIM, GruissemW (2012) Exploiting the combination of natural and genetically engineered resistance to cassava mosaic and cassava brown streak viruses impacting cassava production in Africa. PLoS ONE 7: e45277.2304978010.1371/journal.pone.0045277PMC3458115

[33] YadavJS, OgwokE, WagabaH, PatilBL, BagewadiB, et al (2011) RNAi-mediated resistance to Cassava brown streak Uganda virus in transgenic cassava. Molecular Plant Pathology 12: 677–687.2172636710.1111/j.1364-3703.2010.00700.xPMC6640337

[34] MkamilloGS, JeremiahSC (2005) Current status of cassava improvement programme in Tanzania. African Crop Science Conference Proceedings 7: 1311–1314.

[35] JonesJDG, DanglJL (2006) The plant imminue system. Nature 444: 323–329.1710895710.1038/nature05286

[36] ZenoniS, FerrariniA, GiacomelliE, XumerleL, FasoliM, et al (2010) Characterization of transcriptional complexity during berry development in *Vitis vinifera* using RNA-Seq. Plant Physiology 152: 1787–1795.2011827210.1104/pp.109.149716PMC2850006

[37] OlsenAN, ErnstHA, LeggioLL, SkriverK (2005) NAC transcription factors: structurally distinct, functionally diverse. Trends in Plant Science 10: 79–87.1570834510.1016/j.tplants.2004.12.010

[38] RenT, QuF, MorrisTJ (2000) HRT gene function requires interaction between a NAC protein and viral capsid protein to confer resistance to turnip crinkle virus. Plant Cell 12: 1917–1926.1104188610.1105/tpc.12.10.1917PMC149129

[39] XieQ, Sanz-BurgosAP, GuoH, GarciaJA, GutierrezC (1999) GRAB proteins, novel members of the NAC domain family, isolated by their interaction with a geminivirus protein. Plant Molecular Biology 39: 647–656.1035008010.1023/a:1006138221874

[40] CooperJI, JonesAT (1983) Responses of plants to viruses: proposals for the use of terms. Phytopathology 73: 127–128.

[41] KangBC, YeamI, JahnMM (2005) Genetics of plant virus resistance. Annual Reviews of Phytopathology 43: 581–621.10.1146/annurev.phyto.43.011205.14114016078896

[42] NakashitaH, YasudaM, NittaT, AsamiT, FujiokaS, et al (2003) Brassinosteroid functions in a broad range of disease resistance in tobacco and rice. Plant Journal 33: 887–98.1260903010.1046/j.1365-313x.2003.01675.x

[43] MbanzibwaDR, TianYP, TugumeAK, MukasaSB, TairoF, et al (2009) Genetically distinct strains of Cassava brown streak virus in the Lake Victoria basin and the Indian Ocean coastal area of East Africa. Archives of Virology 154: 353–359.1918434010.1007/s00705-008-0301-9

# Supplementary material for: Transcriptional Response of Virus-Infected Cassava and Identification of Putative Sources of Resistance for Cassava Brown Streak Disease
**Source:** PLoS One. 2014 May 20;9(5):e96642. doi: 10.1371/journal.pone.0096642
**Supplement:** Table S1 — Sequence of primers used in this study for real time PCR.

Table S1: Primers used for gene expression quantification by real time PCR.

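Table S1 lists primers for the NAC transcripts of Table 5 and for the reference genes. In the RT-qPCR of Table 5, the amplification of each NAC transcript was set against that of the ribosomal protein gene L2. RubiscoL was the reference for the quantification of virus. The table pairs each NAC transcript with its Arabidopsis homolog. The RT-qPCR values of Table 5 were measured on biological replicates of infected and healthy plants. The paper does not say whether these were the plants pooled for RNA-Seq.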

| gene | cassava gene id | TAIR homolog | primer sequence (5'->3') | reference |
| --- | --- | --- | --- | --- |
| RubiscoL |  |  | CTTTCCAAGGCCCGCCTCA | Nassuth et al., 2000 |
|  |  |  | CATCATCTTTGGTAAAATCAAGTCCA |  |
| Ribosomal protein (L2) |  |  | TGGTGTTGCCATGAACCCTGTAGA | Nicot et al., 2005 |
|  |  |  | CGACCAGTCCTCCTTGCAGC |  |
| NAC domain protein homologs | cassava4.1_026167m | AT5G22380.1 | GCCCCACTTGGACGAAAAAC | This study |
|  |  |  | GCGTTGGATTTGCACCAGTT |  |
|  | cassava4.1_026590m | AT5G61430.1 | CATGAATACAGGCTGGACGGT |  |
|  |  |  | ACACCCTGCAAATGACCCAT |  |
|  | cassava4.1_015961m | AT4G35580.3 | ATGCAGTGGCCGACAAACTA |  |
|  |  |  | GCATCAGCTACGTACCCCTT |  |
|  | cassava4.1_028212m | AT4G35580.3 | CCGAACCCAGAGGGATTTCG |  |
|  |  |  | CACGGTACTCGATCCACCTG |  |
|  | cassava4.1_011029m | AT5G46590.1 | GTGTCATCACTCAAGCCCCA |  |
|  |  |  | ATCAGGCGAAACCCATAGGC |  |
|  | cassava4.1_023870m | AT4G35580.2 | TGGTGGAGGTAATTCGCCAAA |  |
|  |  |  | AGCTCGACTTCCTGTTGTGG |  |

References:

Nassuth A, Pollari E, Helmeczy K, Stewart S, Kofalv SA, 2000. Improved RNA extraction and one-tube RT-PCR assay for simultaneous detection of control plant RNA plus several viruses in plant extracts. Journal of Virological Methods 90: 37–49.

Nicot N, Hausman JF, Hoffmann L, Evers D (2005) Housekeeping gene selection for real-time RT-PCR normalization in potato during biotic and abiotic stress. Journal of Experimental Botany 56: 2907–2914.

How the deposited data were processed for this re-analysis (not part of the article)

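RNA-Seq was done on the cassava varieties Kaleso and Albert, healthy and infected with CBSV. There was 1 library for each of the 4 conditions, each from the pooled RNA of 3 plants taken 12 months after grafting. The labels of the libraries give a plant age of 14 months, and the paper grafted plants of 2 months.

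The authors mapped the reads with BWA to the cassava genome from Phytozome, kept uniquely mapped reads and deposited the read count of each of 34151 cassava4.1 transcripts. The deposited RPM values are these counts scaled by the authors to the total of reads counted on transcripts. The deposited RPKM values are scaled by the authors to this total and to the transcript length. RPKM recomputed from the counts and transcript lengths differed from the deposited RPKM by at most 8.05e-05 of the value. Totals of 23013971 reads for Albert healthy, 25748336 for Albert CBSV, 15456642 for Kaleso healthy and 22018740 for Kaleso CBSV set the precision. No gene model had the same counts in all libraries as its neighbour in the table, among pairs with at least 50 reads.

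From the read counts, the infected and healthy libraries of each variety were compared with the formula of the MA-plot-based random sampling model (MARS), which was written in Python, since DEGseq itself was not used here. The total of each library was the sum of its counts, and a count of 0 was set to 0.5 in the test only. The RPKM ratio was taken without this change, so that a gene with 0 healthy reads had an infinite ratio. Genes were kept if the RPKM was over 1 in at least 1 library, and were called at a p-value under 0.001 and an RPKM ratio of at least 2. Such a p-value compares 2 libraries and not the conditions. Intervals of ratios are 95% exact binomial (Clopper-Pearson) intervals, and intervals of single RPKM values are 95% Poisson intervals. Both cover counting error only. A log2 ratio of a gene list used RPKM with 1 added, and its median was set beside 10000 random lists of the same size matched on mean expression in 20 bins, or in 10 bins for the photosynthesis genes within Table S2. Genes named for the largest rise, fall or change were ranked by the same log2 ratio with 1 added.

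The test was tested on simulated data made from the library totals, with 200 genes changed 4-fold. These 200 were drawn from genes well covered by reads in Kaleso healthy, so that recovery of genes with few reads was not tested. It recovered 100.0% of them with counting error only, 97.5% with a biological coefficient of variation of 0.2 and 89.5% with 0.4, and called 7, 475 and 4726 of 22216 unchanged genes.

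The alternatives set before the data were examined were an exact binomial test, the whole-number part of RPKM as the values tested, TMM normalization, no filter, at least 10 reads in each library compared, Benjamini-Hochberg adjusted p-values, all libraries thinned at random to the smallest total, 1 added to each RPKM in the ratio, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. With TMM the genes kept were those of the deposited RPKM, and with thinning the filter was applied again. Alternatives added after seeing the data were the RPKM at the scale of Table S3 and Table S5 without its dirigent-like genes, from read counts and with whole-number RPKM.

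Genes named in the text are those the paper names, the 10 highest in each library, the 2 with the largest rise and fall in each variety, the 3 of Table S5 with the largest change in each variety, the 2 with the largest difference each way among genes changed in opposite directions, and the genes with the largest and smallest change in Kaleso in each pathway of Table S4. This rule was set before the data were examined. Descriptions of genes were taken from Table S2 and Table S5. Positions in the genome are not given, since an annotation of the cassava4.1 build was not used here. RT-qPCR and the virus inoculation experiments were not analysed here. No leave-one-out or paired fit was made, with 1 library per condition. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.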

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

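The tests of exchanged libraries were chosen only after the result was seen. The tests of depth, of composition and of random lists were set before their results were seen.

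Some genes changed in opposite directions in the 2 varieties. From read counts, 199 genes were overexpressed in Kaleso and underexpressed in Albert, and 47 were underexpressed in Kaleso and overexpressed in Albert. The difference between the varieties was not tested, since each direction rests on 1 library per condition. The largest difference of log2 ratios, with 1 added to each RPKM, was that of cassava4.1_016715m, annotated as a chlorophyll A-B binding family protein (ELIP1), with an RPKM of 606.6 in Albert healthy, 136 in Albert CBSV, 8.50 in Kaleso healthy and 1053 in Kaleso CBSV. An exchange of the healthy and infected libraries of one variety would make opposite changes the larger share, but they were 23.7% of the genes past the threshold in both varieties, with 792 changed in the same direction. An exchange of the healthy libraries, or of the infected ones, between varieties would leave no excess of genes that separate the varieties. But 137 genes separated them by at least 10-fold, against 20 for infection and 4 for the crossed pairing. Exchanging a healthy library of one variety with the infected one of the other would make infection genes appear to separate the varieties. The count does not exclude this, nor an exchange of both libraries of each variety. Across genes, the correlation of log2 RPKM does not separate the varieties. It was 0.945 between Albert CBSV and Kaleso healthy and 0.930 between the libraries of Kaleso. With all libraries thinned to one depth, 189 genes were still overexpressed in Kaleso and underexpressed in Albert. Variation between the pools of plants was not measured. With an assumed biological coefficient of variation of 0.2, 54 genes were overexpressed in Kaleso and underexpressed in Albert and 5 the other way. With 0.4 there were 3 and 1, but this setting recovered 11.5% of the genes changed 4-fold in simulated libraries with that variation, so that its numbers do not decide. Since the variation is not known, the pattern cannot be told apart from it.

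Photosynthesis genes, which the paper does not discuss as a group in its results on infection, were lower in infected Kaleso. Among the 1998 genes of the part of Table S2 read here, 57 have a description that names photosynthesis proteins. Their median log2 ratio in Kaleso was -0.58, with 45 of the 57 lower in the infected library, against -0.23 for all 1998 genes. In Albert the median was -0.10, with 40 of the 57 lower. TMM normalization moved the median in Kaleso to -0.69, so that composition of the libraries does not account for the fall itself. TMM shifts all genes of a library alike, so that it does not test the gap to all 1998 genes. The median was at the 0.35th percentile of 10000 random lists matched on expression, whose middle 95% lay between -0.53 and -0.14. A lower expression of photosynthesis genes in infected Kaleso may be a response to CBSV, as a hypothesis. The labels give a plant age of 14 months for all 4 libraries, which argues against a difference in age between pools. Other differences between pools of plants, such as in light, were not tested. With 1 library per condition, a response to CBSV cannot be told apart from them.

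A comparison of the varieties with each other was made over all genes, while the paper's text compares them for some resistance gene analogues. It gave 137 genes at least 10-fold apart between the varieties in both healthy and infected libraries, after RPKM values under 0.1 were raised to 0.1. Of these, 44 were higher in Albert and 93 in Kaleso. Of the 137, 10 had another gene of the same kind within 3 gene models in the order of the table, which follows the transcripts' PACid numbers, against a median of 2 and a 97.5th percentile of 6 in random genes matched on expression. Whether this order follows positions in the genome was not checked, so that the 10 genes do not decide whether segments of the genome are present in one variety only. Similar copies of a gene and sequence differences from the reference were not tested, and the pattern cannot be told apart from them.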

How the results depend on the processing

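No paired analysis was possible because there was 1 library per condition, and for the same reason no library was left out in turn.

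Kaleso had more overexpressed genes than Albert under all 11 alternatives to the test on read counts. For underexpressed genes the order of the varieties was not stable. It was 1277 in Kaleso and 1324 in Albert from read counts, and 1540 and 1362 with TMM normalization. The counts of over- and underexpressed genes stayed within 1.5 times those reported with the exact test, TMM, no filter, adjusted p-values, thinning, at least 10 reads and 1 added to each RPKM, except for the genes at least 10-fold or 100-fold overexpressed, those of Table S5 and those changed in opposite directions. With no filter, 96 genes in Kaleso and 28 in Albert were at least 100-fold overexpressed, against 62 and 17. With 1 added to each RPKM, 125 genes were overexpressed in Kaleso and underexpressed in Albert and 28 the other way, against 199 and 47. With TMM, Kaleso CBSV had the fewest genes with an RPKM over 100 of the 4 libraries, 2112, and with the deposited RPKM the most, 2369.

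With the test on whole-number RPKM, 839 genes were overexpressed in Kaleso, 349 in Albert, 749 only in Kaleso, 259 only in Albert and 90 in both. Underexpressed were 473 in Kaleso, 318 in Albert, 384 only in Kaleso and 229 only in Albert. At least 10-fold overexpressed were 133 in Kaleso and 38 in Albert, and of the resistance gene analogues of Table S5, 2 passed in Kaleso and 0 in Albert. The transcripts cassava4.1_026590m (log2 ratio 7.12 in Kaleso and 1.84 in Albert), cassava4.1_015961m (4.41 in Albert), cassava4.1_023870m (1.14 in Albert) and cassava4.1_016601m (1.05 in Kaleso) no longer passed. At the scale of Table S3, chosen after seeing the data, the numbers were 834, 348, 746, 260 and 88 overexpressed and 467, 317, 381 and 231 underexpressed. Without the dirigent-like genes, a choice also made after seeing the data, whole-number RPKM left 0 genes of Table S5 in Kaleso and 0 in Albert. At the scale of Table S3 there were 132 and 37 genes at least 10-fold overexpressed, and 2 and 0 of Table S5. The same transcripts no longer passed, with the same log2 ratios to 2 decimals (7.12, 1.84, 4.41, 1.14 and 1.05).

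With an assumed biological coefficient of variation of 0.2, 1357 genes were overexpressed in Kaleso, 669 in Albert, 1168 only in Kaleso, 480 only in Albert and 189 in both. Underexpressed were 561 in Kaleso, 587 in Albert, 449 only in Kaleso and 475 only in Albert, and of Table S5 14 passed in Kaleso and 6 in Albert. With 0.4, the numbers were 280, 122, 262, 104 and 18 overexpressed and 55, 97, 46 and 88 underexpressed, and 3 and 0 of Table S5. Under both, cassava4.1_026590m in Albert (1.84), cassava4.1_023870m in Albert (1.14) and cassava4.1_016601m in Kaleso (1.05) no longer passed. The data do not measure the variation between pools. In simulated libraries with a matching variation, these settings recovered 86.0% (0.2) and 11.5% (0.4) of the well covered genes changed 4-fold. The numbers with 0.4 thus reflect a lack of power as well.

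With at least 10 reads in each library, 123 genes in Kaleso and 52 in Albert were at least 10-fold overexpressed. With 1 added to each RPKM, they were 98 and 26, and 14 and 8 genes of Table S5 passed. The log2 ratio of cassava4.1_026590m in Albert was then 0.75 and that of cassava4.1_016601m in Kaleso 0.96, both under the threshold. With TMM the log2 ratio of cassava4.1_016601m in Kaleso was 0.94. The SD of log2 ratios was 0.99 in Kaleso and 0.84 in Albert with 0.1 added in place of 1, and 0.82 and 0.65 over genes with an RPKM over 10. Among the 20 highest genes, 13 were common to all libraries, in place of 2 among the 10 highest. The cause was not tested for any of these changes. No log2 ratio was computed for cassava4.1_020252m in Albert, which had 0 reads in the infected library. Of 990 other comparisons with an alternative, 871 kept their direction and side of the threshold or, for counts, stayed within 1.5 times, 111 were weaker, 4 were stronger and 4 changed sign. The 4 are log2 ratios near 0 under the alternative, none past the threshold. With TMM the log2 ratio of cassava4.1_020537m in Kaleso went from 0.0835 to -0.0204 and the log2 ratio of cassava4.1_018525m in Albert from 0.00975 to -0.00465. With thinning the log2 ratio of cassava4.1_009794m in Albert, which had 4 and 9 reads, went from 1.01 to -3.66e-05 and the log2 ratio of cassava4.1_015666m in Albert from -0.0714 to 0.00981.

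Depth limits the ratios of genes with few reads in a healthy library, as for cassava4.1_026167m and cassava4.1_026590m.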

Differences from the paper's values

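The paper's numbers of overexpressed genes are 1081 in the 2 varieties, 846 in Kaleso, 745 only in Kaleso, 235 only in Albert and 101 in both. From read counts they were 3454, 2550, 2087, 904 and 463. Among the alternatives set before the data were examined, the test on whole-number RPKM came within 1.5 times the paper's values, with 1098, 839, 749, 259 and 90, and no other did. With whole-number RPKM at the scale of Table S3, chosen after seeing the values, they were 1094, 834, 746, 260 and 88.

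The paper's numbers of underexpressed genes are 373 only in Kaleso and 239 only in Albert, and about 87 in both in Fig. 3, read by eye. From read counts they were 948, 995 and 329. With whole-number RPKM they were 384, 229 and 89. An assumed biological coefficient of variation of 0.2 gave 449 only in Kaleso and 112 in both, within 1.5 times the paper's values, but 475 only in Albert. At the scale of Table S3, chosen after seeing the values, they were 381, 231 and 86. The other alternatives did not come within 1.5 times.

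For genes overexpressed at least 10-fold, the paper gives 130 in Kaleso among the genes unique to it, and 25 in Albert, read here as genes unique to Albert. From read counts there were 260 and 49. Here and at 100-fold, an overexpressed gene with no healthy reads was counted. Whole-number RPKM gave 122 and 20, and at least 10 reads in each library gave 89 in Kaleso, within 1.5 times, and 13 in Albert. At the scale of Table S3, chosen after seeing the values, they were 121 and 19. For at least 100-fold in Kaleso the paper gives 13, against 62 from read counts. Whole-number RPKM gave 14, and the scale of Table S3, chosen after seeing the values, gave 13. No other alternative came within 1.5 times.

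The paper gives 99 genes for the enriched pathways. Table S4 has 99 entries over 9 pathways, which are 56 different cassava genes. No alternative applied to this number.

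The paper states that no NBS or LRR gene differed significantly. Of the 234 genes of Table S5 not described as dirigent-like, 21 passed the threshold from read counts in Kaleso and 26 in Albert. By share, they did not pass more often than all genes kept. With whole-number RPKM 0 of the 234 passed in either variety, as the paper states for NBS or LRR genes. Leaving out the dirigent-like genes was chosen after seeing the values. Of all genes of Table S5, with the dirigent-like ones, Table S3 lists 3 for Kaleso and 0 for Albert. The paper states that nearly all of the 10 most expressed genes were common to the samples, and by deposited RPKM 2 were. The paper counts the plant hormone pathway among the enriched ones, and its p-value in Table S4 is 0.0571. Of the 56 genes of Table S4, 34 are listed as overexpressed in Kaleso in Table S3. Table S3 as read here lists 836 genes higher in infected Kaleso and 338 higher in infected Albert, with 86 in both.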

Other observations

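The tests of the share of reads and of the values behind Table S3 were chosen only after the result was seen.

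More genes were overexpressed in Kaleso than in Albert, by a ratio of 1.87 from read counts. A difference in library depth was tested by thinning all libraries to the smallest total, and the ratio was then 1.95. A difference in composition was tested with TMM normalization, and the ratio was 1.70. The 10 genes with the most reads took 3.52% of the reads in Kaleso CBSV, within the range of the other libraries. None of these explains the excess. Variation between the pools of plants remains. The design leaves grafting open too, since the paper's controls were not inoculated. Kaleso plants also needed more grafts than Albert plants before all were infected with CBSV. Neither difference could be tested with these libraries. In simulated libraries with 200 changed genes, the unchanged genes called overexpressed numbered 236 with a biological coefficient of variation of 0.2 and 2273 with 0.4. Over- and underexpressed together, 4726 unchanged genes were called with 0.4, more than all genes called in Kaleso (2550 over- and 1277 underexpressed) or in Albert (1367 and 1324). Simulated variation, drawn for each gene apart, gave calls in both directions. From read counts Kaleso exceeded Albert in overexpressed genes only, with 1277 and 1324 underexpressed. With TMM Kaleso exceeded Albert in underexpressed genes too, with 1540 and 1362. Since this order depended on the processing, the simulation does not decide whether such variation alone accounts for the excess. A difference between pools that many genes share was not simulated. With 1 pool per condition it was not measured.

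More genes passed the threshold from read counts than in the paper. A candidate explanation is that the p-values of Table S3 were computed on whole-number RPKM. In Table S3 there are 137 groups of genes with the same whole-number RPKM in both libraries, and in 0 of them do the p-values differ, which is consistent with this. Genes called from read counts and not from whole-number RPKM numbered 2515 in Kaleso, with a median of 6.52 for the higher of the 2 RPKM values, against 80.0 for genes called by both. In Albert they numbered 2024, with medians of 5.20 and 74.7. A test on RPKM in place of reads treats a gene as if it had far fewer reads, so that genes at a low RPKM rarely pass. The formula used here was not shown to give the same p-values as Table S3.

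Table S2 and Table S3 give RPKM values that are lower than the deposited ones by a constant factor, 0.989 in Albert healthy, 0.989 in Albert CBSV, 0.990 in Kaleso healthy and 0.990 in Kaleso CBSV. At this scale, chosen after seeing the data, the numbers of genes with an RPKM over 1000 were 105, 102, 102 and 67, and over 100 they were 2150, 2246, 2225 and 2337, the same as in the paper's Table 3. Over 10 they were 12656, 12628, 13272 and 13806, against the paper's 12656, 12628, 13268 and 13801. Over 1 they were 20185, 20075, 20742 and 21349, against the paper's 20185, 20071, 20686 and 21224, so that the scale did not give all of the paper's numbers. The reason for the factor was not tested.

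A metallothionein 3 transcript had the highest RPKM in both infected libraries and in Kaleso healthy. The RPKM of cassava4.1_020839m was 15301 in Albert CBSV and 38407 in Kaleso CBSV, against 569.8 and 3368 in the healthy libraries. The RPKM of cassava4.1_020863m was 38798 in Albert CBSV and 27219 in Kaleso CBSV, against 4517 and 19838 in the healthy libraries, a ratio of 8.59 in Albert and 1.37 in Kaleso. No biological explanation was tested.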
